# mRNAs sequestered in stress granules recover nearly completely for translation

**DOI:** 10.1080/15476286.2022.2094137

**Published:** 2022-07-07

**Authors:** Sarada Das, Leonardo Santos, Antonio Virgilio Failla, Zoya Ignatova

**Keywords:** mRNA, translation, m^6^A modification, deep sequencing, mRNA structure, stress granules

## Abstract

Stress granules (SGs) are membrane-less condensates composed of RNA and protein that assemble in response to stress stimuli and disassemble when stress is lifted. Both assembly and disassembly are tightly controlled processes, yet, it remains elusive whether mRNAs in SGs completely recover for translation following stress relief. Using RNA-seq of translating fractions in human cell line, we found that higher fraction of the m^6^A-modified mRNAs recovered for translation compared to unmodified mRNAs, i.e. 95% vs 84%, respectively. Considering structural mRNA analysis, we found that the m^6^A modification enhances structuring at nucleotides in its close vicinity. Our results suggest that SG-sequestered mRNAs disassemble nearly completely from SGs and the m^6^A modification may display some advantage to the mRNAs in their recovery for translation likely by m^6^A-driven structural stabilization.

## Introduction

Stress granules (SGs) are crucial for cells to sustain and adapt to stress. SGs are dynamic cytoplasmic membrane-less condensates that are composed of RNA and proteins and form via liquid-liquid phase separation in response to various types of stress, including oxidative agents, heat stress, glucose deprivation [1,2]. The assembly of SGs is tightly regulated and misregulation is implicated in several human pathologies [3,4]. SGs assemble through weak and transient protein-protein, RNA-protein and RNA-RNA interactions and when the sum of these interactions reaches a threshold, known as percolation threshold, the extensive interaction network separates the SGs from the surrounding milieu creating a liquid condensate [5–7].

Exposure to stress rapidly inhibits translation initiation and ceases translation, and the following ribosomal run-off raises the influx of unprotected mRNAs capable of mediating RNA-protein or RNA-RNA interactions [8]. SGs are dynamic structures with heterogeneous distribution of their constituents [9], whereby some structural subdivision within SGs is recognized, with a more stable internal core surrounded by a rim, which dynamically exchanges components with translating ribosomes or polysomes [5,10]. Several different proteins have been detected in SGs [10], but only approximately 36 of them together with RNAs provide the core of SG interaction network in establishing the percolation threshold [11]. Posttranslational modifications of the core SG proteins are suggested to be the key to SG assembly (reviewed in [9]). Earlier quantification of the RNA constituents of SGs suggested that only a small portion of the bulk cellular mRNAs assemble into SGs with longer coding sequences (CDS) and UTRs that are mostly inefficiently translating [12], with many mRNAs encoding house-keeping proteins [13]. Other studies propose that the majority of the cellular mRNAs can condensate into SG and the most prevalent mRNA modification, the m^6^A, in some of those mRNAs enhances their phase-separation potential and partitioning into SG though interactions with YTHDF proteins [14,15].

SGs are considered as cytoplasmic condensates of stalled translational preinitiation complexes that accumulate during stress [13]. The mechanism of SG formation and their protein composition vary and are dependent on the stress type or initiation factor involved. Based on this, three different SG subtypes have been identified, e.g. type I – t triggered by stress-related phosphorylation of the eIF2α, type II – formed through inactivation of eIF4A in a eIF2α-phosphorylation-independent manner, and type III – lacking eIF3 (reviewed in [9,16]). Type I SGs form upon exposure to various types of environmental stress (ER stress, oxidative and thermal stress), which is linked to global silencing of the canonical cap-dependent translation (initiation) and thus, they sequester large fraction of transcripts that are translationally silent [14]. In turn, transcripts mounting the stress response (such as those with ATF4-dependent expression [17]) are preferentially excluded from SGs to maintain stress response and cell survival [13]. Recent study, that employs single-molecule cell imaging, presents evidence about an active translation of ATF4-dependent in SG and a dynamic exchange with the cytoplasmic pool of translating mRNAs [18], thus, explaining the prevalent view of preferential recruitment and overrepresentation of non-translating mRNAs with the fact that mRNA accumulation in SGs correlates with the runoff time of translating ribosomes from mRNAs of different length [19,20]. The approach does not have the resolution to disentangle whether translation takes place throughout the whole SGs or at their surface, within the flexible outer SG layer, yet it supports the notion about highly dynamic SG structures actively exchanging with the cytosol.

In healthy cells, SGs are transient and disassemble following stress relief. Two major pathways of SG removal have been proposed: autophagy-dependent and autophagy-independent [21–23]. The former is used for clearance of SGs under long-lasting chronic stress, whereas the latter is consistent with recycling of SGs in response to short-lasting or acute stress exposure whereby mRNAs are protected and will re-enter translation after stress removal [21,22,24]. The disassembly mechanism may also vary dependent on the stress type. G3BP1, a core SG protein required to maintain the assembly of SGs, is ubiquitinated in SGs assembled under heat stress, but not in those formed under oxidative stress [25]. In turn, while ubiquitination is not required for heat shock-induced SG condensation, it is essential for their disassembly [22,25]. In yeast, SGs, that form under nutrient deprivation, disassemble in a metabolite-dependent manner by controlling the dynamic assembly and disassembly of the pyruvate kinase Cdc19, the core SG seeding component that assembles into amyloid aggregates and promotes SG formation [26]. While we are beginning to understand the SG disassembly and the variety of tightly controlled clearance, it remains unclear whether mRNAs deposited in SGs completely recover for translation following stress relief.

In this study, we identified the mRNAs recovering for translation using RNA-seq. Nearly 90% of the mRNAs sequestered in the SGs following acute stress exposure recovered for translation. In a previous study, we discovered that SGs constitute of two different types of mRNAs, unmodified or pervasively m^6^A-modified [14]. Monitoring the fate of these two groups, we observed that the methylated mRNAs recovered nearly fully for translation (96%), whereas from the non-modified a substantial fraction was lost (16%). Thus, the m^6^A modification may display some advantage to mRNAs, most likely owing to the m^6^A-driven structural stabilization in the near vicinity of the m^6^A modification.

## Results

### m^6^A-modified mRNAs disassociate first from SGs during stress relief

In an earlier study, in which we addressed the SG assembly, we observed that mature SGs are formed within 30 min following exposure to 500 µM arsenie (AS) in U2OS and HEK cell lines [14]. In response to acute stress, the majority of the actively translated mRNAs are sequestered in the SGs; whereby non-modified mRNAs localized mostly in the SG core and methylated mRNAs decorate the surface of the SGs [14]. Using U2OS cells with endogenously GFP-tagged SG core protein G3BP1 [27], we recapitulated these observations: the m^6^A signal depicting the m^6^A-modified mRNAs was somewhat enriched at the surface of the SGs (Figure S1A and [14]). The different distribution of m^6^A-modified and non-modified mRNAs in the SGs [14] raised the question as to whether mRNAs will gradually leave SGs, with m^6^A-modified and surface-localized mRNAs being first. To monitor the dissociation pattern of SG mRNAs, we performed a time-course immunostaining following stress relief. U2OS-G3BP1-GFP cells were first exposed to acute oxidative stress (500 µM AS) for 30 min and then transferred to permissive growth medium. Already at 15 min following stress relief, the m^6^A signal in SGs significantly decreased, and at 30 mins it completely dissipated from the SGs (Figure 1). The SG core was still detectable as a dense hyperfluorescent loci by the scaffolding G3BP1 protein (Figure 1). At 90 min, the SGs completely vanished (Figure 1). Similarly, in another cell line (i.e. HEK293 cells stably expressing another SG marker, TIA1-GFP [28], thereafter named HEK-TIA1), the m^6^A signal of the SGs also dissipated first (Figure S1B). Together, these results suggest a gradual SG disassembly, with m^6^A-modified mRNAs and/or mRNAs localized at the SGs surface leaving first.

**Figure 1.**
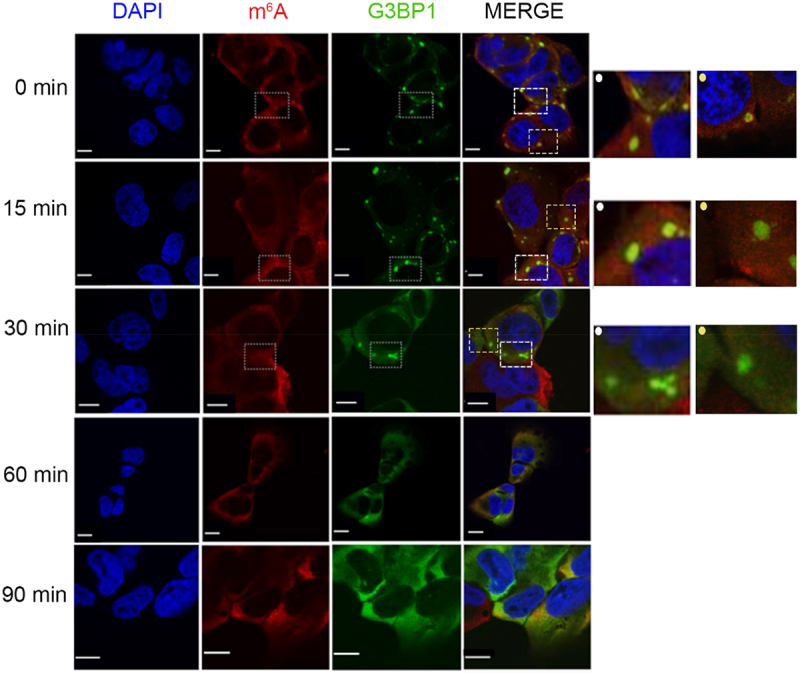
m^6^A-signal dissipates first followed by clearance of the SG cores at later time point. Time course of SG disassembly in U2OS-G3BP1-GFP cells monitored by confocal microscopy. Cells were pre-exposed to 500 µM AS for 30 min and allowed to recover in permissive growth medium and. Zero min denotes the time point of medium exchange and withdrawal of AS. SGs were visualized by G3BP1–GFP (green), m^6^A-modified mRNAs with m^6^A antibodies (red), nuclei were counterstained with DAPI (blue). Insets on the left, zoomed in area depicted on the merged image designated with dashed-line squares and a dot (left corner) in the corresponding colour. Scale bar, 10 µm.

### SG-protected mRNAs recover nearly completely for translation

In our earlier publication, using m^6^A-seq and RNA-seq we identified that in HEK-TIA1 cells a very large fraction of the mRNAs in SG are methylated [14]. Using these sequencing data sets, we extracted the identities of all mRNAs detected in SGs (5,219 in total) and separated them into two groups: (1) 2,461 m^6^A-modified mRNAs containing at least one m^6^A modification within the DRACH motif (i.e. the conserved motif for m^6^A installation, with D = A/G/U, R = A/G and H = U/A/C [29]), and (2) 2,758 unmodified transcripts. Methylation patterns are highly conserved among eukaryotes [29,30] and the biological replicates displayed very high reproducibility (R^2^ > 0.9, Person coefficient [14]), yet the m^6^A position within the same transcript may vary between DRACH motifs in a close proximity, thus, by grouping the transcripts we used the transcript IDs and not the m^6^A position.

We next sought to determine whether these m^6^A modified and unmodified mRNAs pools that were sequestered in SGs would recover for translation upon stress relief. We first compared translation profiles using sucrose gradients (Figure 2(a)). Acute stress (500 µM AS) leads to complete inhibition of translation, i.e. complete loss of the heavy polysomal fraction (Figure 2(a)). At the time point, at which the m^6^A signal completely dissipated from the SGs (at 30 min relief), some heavy polysomal fractions appeared, suggesting that cells resumed some translation activities, albeit very poor. Active translation was detectable after the complete SG dissociation (at 4 h, Figure 2(a)), although to much lower extent than the translation in unstressed cells, implying that much longer times are needed for complete recovery from stress.

**Figure 2.**
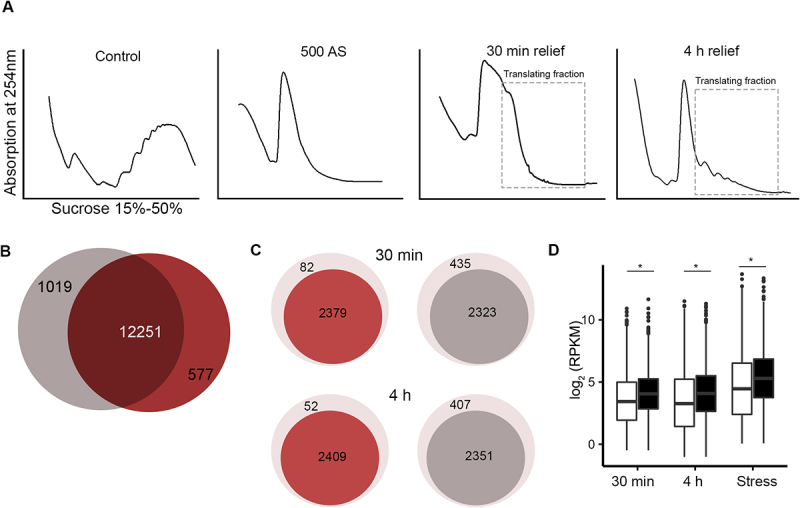
Nearly all mRNAs deposited in SGs are translated upon stress relief. (A) Translation profiles using sucrose gradients of HEK-TIA1 cells following stress recovery. Cells were pre-exposed for 30 min to stress (500 µM AS) and samples were collected at 30 min and 4 h of stress relief (i.e. after medium exchange and AS removal). Control denotes cells grown under permissive conditions and not being exposed to stress. Translating mRNA fractions, which were collected for RNA-seq, are designated. (B) Total number of unique mRNAs identified as translating (i.e. in the polysomes) at 30 min (grey) and 4 h (red) following stress relief. (C) Translating mRNAs at the two time points following stress relief (darker colours) whose identities overlap with m^6^A-modified mRNAs in SGs (red) and non-methylated mRNAs in SGs (grey) (D) Boxplot of the abundance (RPKM) of translating mRNAs. mRNAs are separated by their modification status in the SGs, i.e. m^6^A-modified (black) and non-methylated (white). Stress denotes expression of mRNAs isolated from cells exposed 500 µM AS for 30 min, and grouped based on their methylation status in SGs. p = 4.82x10^−22^, p = 1.17x10^−27^ and 2.07 × 10^−25^ Mann–Whitney test between methylated and non-methylated mRNAs at 30 min, 4 h and total mRNA, respectively. Note that for cells exposed to stress total mRNAs was analysed, hence, the higher expression levels than in cells after stress relief in which only the polysome-bound mRNAs were considered.

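HEK-TIA1 cells are human embryonic kidney (HEK293) cells that stably express tagged TIA1, an RNA-binding protein of SGs. They were exposed to 500 µM sodium arsenite for 30 min, the medium was exchanged, and translating mRNAs were collected after 30 min or 4 h of stress relief. One RNA-seq library was deposited for each time point, so no difference between the time points has a replicate check, and no p-value was computed. The authors trimmed the reads, kept those mapping uniquely to GRCh38.p13, took the longest isoform of each gene and deposited one RPKM value per Ensembl gene identifier. Each RPKM value equals a whole number of reads divided by a transcript length and by the total number of reads of the library, and this relation was solved exactly for 100% of the values. The total was 578280 reads at 30 min and 3536033 reads at 4 h. The listed genes held 99.7% of these reads in both libraries. The median listed gene had 21 reads at 30 min and 125 reads at 4 h, and 30.5% of the genes listed at 30 min had fewer than 10 reads, against 7.51% at 4 h. No gene was listed at 0 RPKM. The lowest listed value was 0.710 RPKM at 30 min and 0.490 RPKM at 4 h, and a gene below the minimum of its library is absent from the list. Of all 14582 genes listed in at least 1 library of the study, 99.5% are annotated as protein-coding in GENCODE release 44. Intervals given for single genes cover counting error only. Those given for shares and medians treat genes as independent draws and cover no variation between replicates.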

Next, we collected both the monosomal and polysomal fractions at 30 min and 4 h in HEK-TIA1 cells, extracted the total RNA by hot-acid phenol and subjected the mRNAs to RNA-seq. Usually, heavy polysomes are considered as genuinely translating ribosomes, but increasing evidence suggests that monosomes are also translating [31,32], hence, we pooled monosomes and polysomes, which henceforth are named translating mRNAs. A total of 13,207 and 12,828 unique transcripts were detected in the samples collected at 30 min and 4 h, respectively; the identified mRNAs between both time points were largely overlapping (Figure 2(b)). 

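The list of genes with an RPKM value held 13270 genes at 30 min and 12828 genes at 4 h of stress relief. Both time points shared 12251 genes, which is 92.3% of the genes listed at 30 min (95% Wilson interval 91.9% to 92.8%) and 95.5% of those listed at 4 h (95.1% to 95.8%). Another 1019 genes were listed only at 30 min and 577 genes only at 4 h. The genes listed at a single time point were of low abundance. Those listed only at 30 min had a median of 1.36 RPKM, which corresponded to a median of 2 reads, whereas the shared genes had a median of 12.0 RPKM at 30 min. Those listed only at 4 h had a median of 0.960 RPKM and 7 reads, against 11.1 RPKM for the shared genes. Of the genes listed at a single time point, 6 at 30 min and 11 at 4 h reached 10 RPKM. The most abundant gene listed only at 30 min was PHOX2A (chromosome 11, 72239077 to 72245664, GRCh38) with 26.5 RPKM from 26 reads, and the most abundant listed only at 4 h was KRTAP23-1 (chromosome 21, 30348399 to 30348606) with 28.1 RPKM from 21 reads. At the 30 min depth, 3 reads on its transcript would give 24.6 RPKM. A minimum of 1 RPKM was the setting that moved the counts of listed and of shared genes most. With it, 12809 and 11901 genes remained at 30 min and 4 h, and 11525 were shared. Another 1284 were then listed only at 30 min and 376 only at 4 h. From the overlap of the 2 lists, the paper states that largely the same mRNAs were identified at both time points (Fig. 2B).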

Native SGs are fragile and do not co-migrate with polysomes; only crosslinked and stabilized SGs can be separated with sucrose gradients [14], implying that the identified translating mRNAs are genuinely translating species. Strikingly, the majority of all transcripts identified previously to be protected in SGs were found in the translating fraction following stress relief (Figure 2(c)), corroborating the notion of the protective effect of SGs on mRNAs during acute stress [33,34]. We compared the identities of the translating mRNAs at both time points following stress relief with those found in SGs as methylated (group 1) and non-methylated (group 2). Both methylated and non-methylated transcripts were present in the translating pool at 30 min or 4 h after stress relief (Figure S2A, B). However, a higher fraction of the mRNAs found to be methylated in SGs (96% at 30 min and 97% at 4 h) recovered for translation, compared to the non-methylated transcripts (84% at both time points) (Figure 2(c)). Methylated mRNAs were slightly longer (i.e. with an average length of 3.2 kb) than the non-methylated transcripts with an average length of 2.5 kb (Figure S2C-F); the length difference was majorly reflected by differences in the length of their 3'UTRs. In addition, the methylated mRNAs were significantly more abundant in the translating fraction than the non-methylated ones (Figure 2(d)). The same difference in the expression pattern, with modified mRNAs being more stable than the unmodified, was detected in the cells exposed to stress (Figure 2(d)).

The m^6^A modification is reversibly installed by a ‘writer’ complex (methyltransferase like 3 [METTL3], methyltransferase like 14 [METTL14], and Wilms’ tumour 1-associating protein [WTAP]) and reversed by demethylases termed ‘erasers’ (fat mass and obesity-associated protein [FTO] and AlkB homologue 5, ALKBH5) [29,30,35], all of which localized in the nucleus. 

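The genes of the writers and erasers named here were all listed in the translating fraction of HEK-TIA1 cells after stress relief, with 1 library per time point and coordinates on GRCh38. METTL3 (chromosome 14, 21498133 to 21511342, minus strand) had 61.1 RPKM at 30 min (95% exact Clopper-Pearson interval 47.7 to 77.2, from 70 reads) and 24.6 RPKM at 4 h (21.0 to 28.5, from 172 reads). METTL14 (chromosome 4, 118685392 to 118715433, plus strand) was the least abundant, with 5.47 RPKM at 30 min (3.38 to 8.36) and 3.49 RPKM at 4 h (2.78 to 4.33), a difference not detectable at this depth. WTAP (chromosome 6, 159725585 to 159756319, plus strand) had 21.8 RPKM at 30 min (15.9 to 29.0) and 25.0 RPKM at 4 h (22.3 to 27.9). FTO (chromosome 16, 53701692 to 54158512, plus strand) had 18.6 RPKM at 30 min (12.6 to 26.3) and 23.2 RPKM at 4 h (20.3 to 26.3). For WTAP and FTO the intervals of the 2 time points overlapped. ALKBH5 (chromosome 17, 18183078 to 18209954, plus strand) was the most abundant of the 5 genes, with 98.0 RPKM at 30 min (84.2 to 113) and 219 RPKM at 4 h (211 to 228). These values measure mRNA in the translating fraction and not the location or activity of the proteins.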

Oxidative stress does not cause any redistribution of the writers and erasers [14], thus, we can exclude alterations of the methylation pattern of SG mRNAs directly in the cytosol. Since mRNAs are m^6^A modified exclusively in the nucleus in a co-transcriptional manner, we reasoned that a *de novo* methylation of newly synthesized transcripts could be the reason for the higher fraction of methylated transcripts among the translating mRNAs. 

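ActD inhibits transcription by binding to DNA and was present at 0.5 µg/ml throughout stress relief. Translating mRNAs were sequenced after 30 min and 4 h of relief with ActD, again with 1 library per time point, and the authors processed and deposited the reads as RPKM in the same way. The total was 4503507 reads at 30 min and 4224771 reads at 4 h with ActD. The former is 7.79 times the total of the 30 min library without ActD. The lowest listed value was 0.411 RPKM at 30 min and 0.370 RPKM at 4 h. Gene lists fixed before the data were examined were used to see whether ActD altered genes that respond to stress by transcription. Changes from 30 min to 4 h are on the log2(RPKM + 1) scale, relative to the median gene. Without ActD the median gene had a change of -0.10 before centring, and with ActD it had 0.00. Without ActD, heat shock genes had a median change of 1.51 and targets of the transcription factor ATF4 a median change of 1.32, at percentiles 100 and 99.8 among 10000 random gene lists of the same size and mean expression. With ActD, the medians were -0.10 for heat shock genes, at percentile 8.09, and -0.57 for ATF4 targets, at percentile 0.170. The median for heat shock genes with ActD was 0.02 when no filter on low values was applied. The filter kept 15 heat shock genes without ActD, 13 with ActD and 14 for the difference between the changes, so these medians cover different genes. The change without ActD exceeded the change with ActD by a median of 1.64 for heat shock genes and 2.29 for ATF4 targets, both at percentile 100. Targets of the transcription factor NRF2 had a median change of 0.59 without ActD, at percentile 81.4, and 0.23 with ActD, at percentile 63.7, so they did not fall with ActD, and the difference was 1.02, at percentile 99.98. DNAJB1 (chromosome 19, 14514769 to 14560391, GRCh38) went from 84.8 to 894 RPKM without ActD and from 62.4 to 70.7 RPKM with ActD. CHAC1 (chromosome 15, 40952962 to 40956512) went from 25.0 to 188 RPKM without ActD and from 16.7 to 8.88 RPKM with ActD. HSPA1A and HSPA1B are near-identical copies, so their values from uniquely mapping reads are uncertain.

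**Figure D1:**
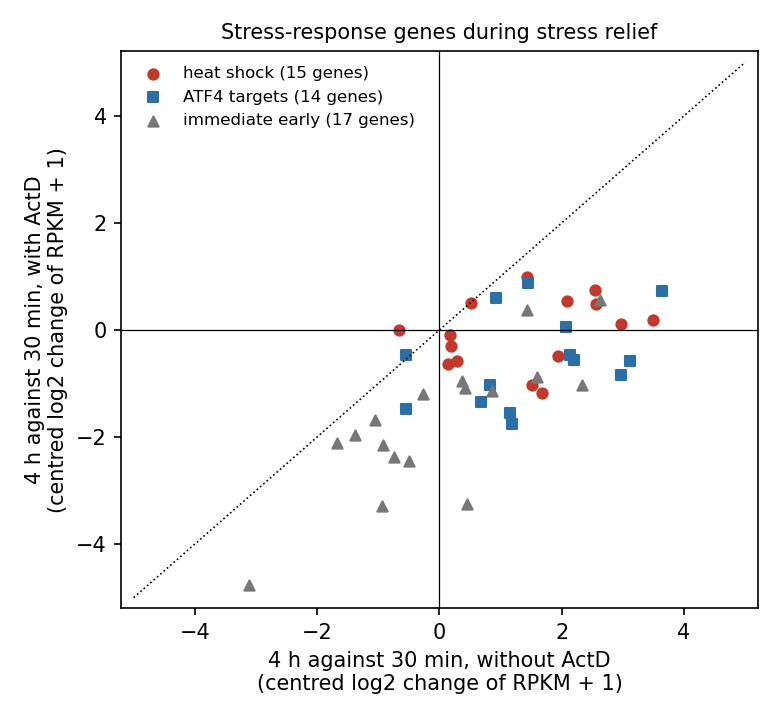
Change of each gene from 30 min to 4 h of stress relief without ActD (horizontal axis) and with ActD (vertical axis), as centred log2 change of RPKM + 1, with 1 library per condition. Points are the 15 heat shock genes, 14 ATF4 targets and 17 immediate early genes, and points below the dotted diagonal rose less, or fell more, with ActD. Genes not listed in a library count as 0 RPKM there. CRYAB, unlisted in both libraries with ActD, thus has no measured change on the vertical axis.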

To address this, we inhibited the *de novo* transcription by treating the cells with a sublethal dose of actinomycin (ActD) [36] during the recovery time, isolated translating mRNAs from the polysomes and subjected them to RNA-seq. At 30 min and 4 h upon ActD treatment, we identified the same transcripts as in HEK-TIA1 cells not treated with ActD (Figure 2(b)), i.e. 12,725 and 12,593 transcripts, respectively (Figure S2G). 

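With ActD, 13622 genes were listed at 30 min and 13579 genes at 4 h of stress relief. At 30 min, 12725 genes were listed both without and with ActD, which is 95.9% of the genes listed without ActD (95% Wilson interval 95.5% to 96.2%) and 93.4% of those listed with ActD (93.0% to 93.8%). A further 545 genes were listed only without ActD and 897 genes only with ActD. With a minimum of 1 RPKM this order was the reverse, with 828 genes only without ActD and 439 only with ActD. At 4 h, 12593 genes were listed both without and with ActD, which is 98.2% of the genes listed without ActD (97.9% to 98.4%) and 92.7% of those listed with ActD (92.3% to 93.2%). Here 235 genes were listed only without ActD and 986 genes only with ActD, and the order stayed with a minimum of 1 RPKM (355 and 586). The median abundance of genes listed in only one of the libraries lay between 0.639 and 1.19 RPKM. Whether a gene was listed again depended on its abundance. In the lowest decile of RPKM at 30 min without ActD, 69.0% of 1327 genes were also listed with ActD (95% Wilson interval 66.5% to 71.5%), and in the highest decile all 1327 genes were. In the lowest decile at 4 h without ActD, 85.1% of 1283 genes were also listed with ActD (83.1% to 87.0%). The paper compares the identity of the transcripts found with and without ActD. It also compares the shares and the abundance distributions (Fig. S2I) of methylated and non-methylated mRNAs. From these together it argues against a contribution of de novo methylation. The identities of the methylated and non-methylated SG mRNAs were not used here.

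**Figure D2:**
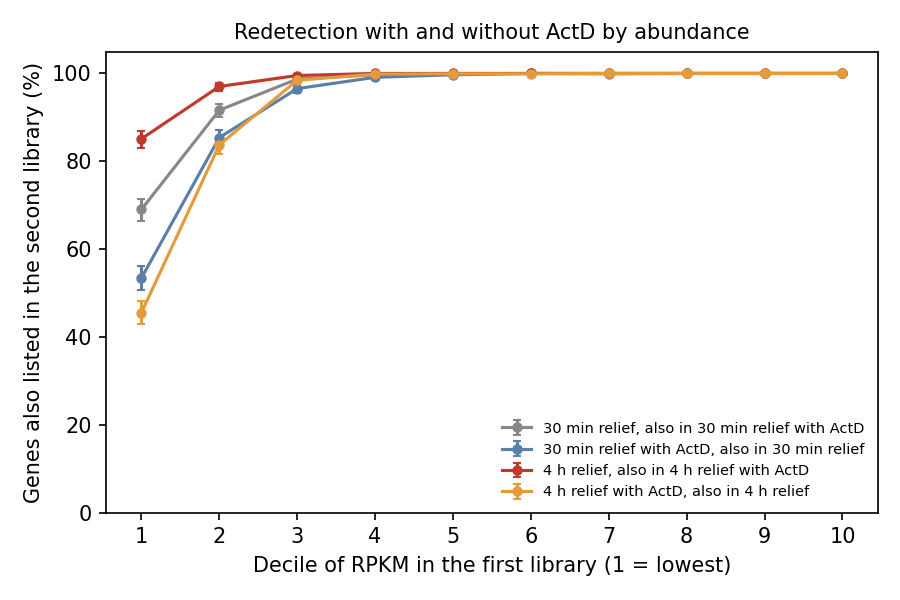
Share of the genes of one library that were also listed in the library at the same relief time with or without ActD, by decile of RPKM in the first library, with 95% Wilson intervals as error bars. The share is lowest in decile 1, from 45.5% to 85.1% across the 4 comparisons, and reaches 100% in decile 10.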

Similar to the untreated cells with ActD (Figure 2(c)), a higher fraction of mRNAs was found to be methylated in SGs (98% at both time points) recovered for translation, compared to the non-methylated transcripts (89% at both time points) (Figure S2H). 

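The methylation groups were not analysed here, so the distributions given are those of all listed genes. The median log2 RPKM was 3.41 at 30 min (95% binomial interval of the median 3.37 to 3.46) and 3.36 at 4 h (3.32 to 3.40) without ActD. With ActD it was 3.27 at 30 min (3.23 to 3.31) and 3.15 at 4 h (3.10 to 3.20). The quartiles were 2.06 and 4.61 at 30 min and 1.81 and 4.73 at 4 h without ActD, and 1.76 and 4.53 at 30 min and 1.51 and 4.60 at 4 h with ActD. The intervals treat genes as independent and cover no variation between replicates, so they do not test differences between libraries. These medians depend on how many genes near the minimum of a library are listed. Over the 12115 genes listed in all 4 libraries, the medians were 3.61 and 3.49 without ActD and 3.53 and 3.46 with ActD, at 30 min and 4 h.

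**Figure D3:**
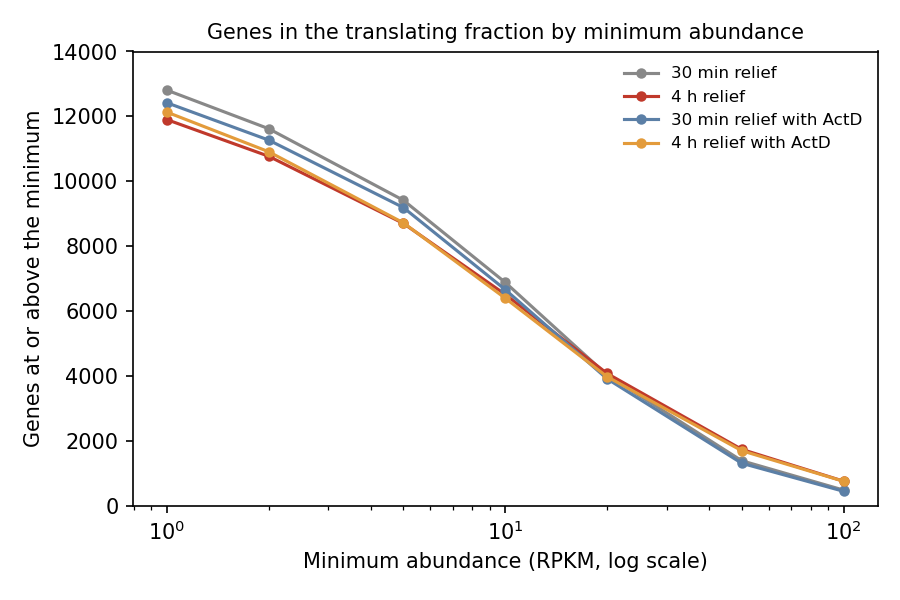
Number of genes at or above a minimum abundance in each of the 4 libraries, with the minimum in RPKM on a log axis. At a minimum of 1 RPKM the libraries hold 12809, 11901, 12420 and 12132 genes (30 min and 4 h without ActD, 30 min and 4 h with ActD), and at 100 RPKM they hold 480, 754, 443 and 751 genes.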

When comparing the distribution of both mRNA groups found in SGs following ActD treatment, the distribution of both methylated and unmethylated remained unchanged compared to untreated cells (Figure S2I compare to Figure 2(c)), all together arguing against the contribution of de novo methylation to the higher fraction of methylated transcripts among translating mRNAs.

Together, these results suggest that m^6^A modification may display some advantage to the mRNAs in their recovery for translation. The effect could be direct and affect the mRNA stability as shown earlier [37,38], and/or indirect as the higher transcript abundance or larger transcript length may simply correlate with the higher probability of being methylated.

### mRNA is more structured in the near vicinity of m^6^A modification

m^6^A modification regulates mRNA stability [38] and is a main driver of mRNA turnover [39]. Our observation that higher fraction of m^6^A-modified mRNAs recovered for translation, raised the question as to whether this could be due to the m^6^A-dependent structure stabilization of the transcript. To assess the m^6^A effect on the intrinsic propensity of mRNAs to form secondary structure, we considered a published parallel analysis of RNA structure (PARS) data set [40]. PARS is based on fragmentation of isolated, protein- or ribosome-free mRNA with structure-specific enzymes, e.g. a double strand-specific RNase V1 or a single strand-specific S1 nuclease. Coupled to deep sequencing, PARS reports on the intrinsic propensity of each nucleotide within a transcript to partition in secondary structure [41]. Across tissues and cell types of humans, methylation patterns are constitutively maintained and regulatory secondary structures conserved [39,42–44], thus, we considered the published PARS analysis of the isolated mRNA from a model human cell line, HepG2 [40] as representative for the human mRNA structure. We computed the PARS score for each nucleotide (i.e. log_2_ ratio between the normalized reads from the RNase V1-treated and the S1 nuclease-treated samples) and compared them for the transcripts of the two groups, i.e. with m^6^A modification and non-modified mRNAs (Figure 3(a)). A positive PARS score indicates higher propensity of a nucleotide to be involved in a secondary structure, and vice versa, lower PARS score indicates no involvement of the nucleotide in a secondary structure. In the group of methylated mRNAs, we plotted the PARS score within the vicinity of methylated DRACH motifs. From the non-modified mRNA set, we selected mRNA segments with unmethylated DRACH motifs, thus, comparing sets with identical nucleotide signature in the closest m^6^A vicinity. The m^6^A methylation alone markedly decreased the PARS score at the modified A nucleotide (Figure 3(b,c)), suggesting decrease of the structure propensity at the m^6^A nucleotide, which corroborates earlier observations [45]. This effect was not limited to nonmethylated mRNAs found in the SGs, but was uniform for all other mRNAs with a DRACH motif in the transcriptome (Figure S3). However, it should be noted that the effect of the methylation scored statistically not significant, most likely because the A nucleotide in the non-methylated DRACH motifs exhibited also a very high intrinsic propensity to be unstructured, i.e. very low PARS score (Figure 3(b,c)). Intriguingly, we observed a significant increase in the secondary structure propensity (i.e. increase of the PARS score) of the nucleotides in the immediate vicinity of m^6^A (Figure 3(c) and S3). Together, this analysis suggests that while m^6^A modification decreases structure at the modified adenine, but enhances structuring at nucleotides in the immediate vicinity of the methylated adenine, that in turn may increase the mRNA stability, at least locally.

**Figure 3.**
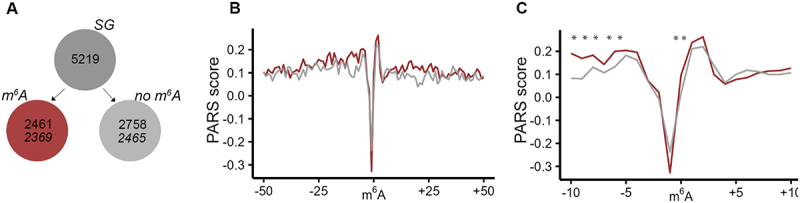
mRNAs exhibit higher structural propensity in the m^6^A vicinity. (A) From the SG mRNA clients nearly all methylated (red) and non-methylated (grey) mRNAs were detected in the PARS data set (italicized numbers). (B) Aggregated PARS score plotted centred at the m^6^A including 50 nt up- and downstream of the transcripts. (C) Zoom in into 10-nt window up- and downstream of the m^6^A. Red, m^6^A-modified mRNAs; grey, non-modified mRNAs. *, p < 0.05, Mann-Whitney test.

## Discussion

Here, we address an important aspect of the dynamics of SG disassembly, namely the recovery of mRNAs from SGs. We observed a gradual recovery of the SG-sequestered mRNAs with methylated mRNAs being among the first to leave the SGs. Combining fractionation of translating ribosomes with RNA-seq-based identification of mRNAs in translating pools, we detected that the majority of the SG mRNAs recover for translation, with modest but significantly higher recovery of m^6^A-modified mRNA compared to non-methylated ones, i.e. 95% vs 84%, respectively. The recovery of translating mRNAs, both modified and unmodified, does not change upon inhibition of *de novo* transcription, supporting the notion that we detect the redistribution of SG mRNAs into translating fraction.

Deep sequencing-based structural PARS analysis shows that at the N^6^ modification punctually enhances the tendency of the modified adenine to be more single-stranded, corroborating thus earlier observations [45–47]. By contrast, m^6^A renders the structural propensity of the nucleotides in its nearby vicinity and we found them with enhanced ability to participate in secondary structures. m^6^A can destabilize RNA duplex by 1.4 kcal/mol [48] and alter locally mRNA structure, thereby exposing RNA binding motifs and facilitating binding [45,49]. In some other contexts, however, m^6^A can contribute to stabilization of secondary structures. For example, m^6^A-U pair facilitates RNA secondary structure via canonical Watson-Crick geometry and by stabilizing adjacent base pair by adding a favourable hydrophobic interaction [50]. Thus, m^6^A modifications may act as conformational switch or structural remodeller and through stabilizing or destabilizing local secondary mRNA structures may modulate interactions with RBPs. In the mRNA group, which we detected as modified in the SGs, the m^6^A modification is the highest in the vicinity of the stop codon and 3'UTRs [14]. Higher structuring at 3'UTRs, likely mediated by m^6^A modification in this region, correlates with poor targeting by miRNA-mediated mRNA degradation and higher stability of the modified mRNAs [51,52]. Recent more precise gene-level quantification of m^6^A positions suggest a strong contribution of m^6^A modification to mRNA stability and mRNA half-life and link it directly to the steady-state mRNA levels [39]. mRNAs with longer half-life times are more pervasively m^6^A modified [39]. Thus, based on the observation for a much higher or nearly complete recovery of m^6^A-modified mRNAs for translation compared to non-modified mRNAs, it is conceivable to propose that m^6^A provides an advantage to mRNAs in their recovery for translation by likely increasing the mRNA’s stability through m^6^A-driven structuring in the close vicinity of the modification site.

## Materials and methods

### Cell lines, growth conditions and immunostaining

U2OS cells stably expressing GFP-tagged G3BP1, a SG marker [27], were used for immunofluorescence staining. HEK293 cells expressing N-terminally FLAG tagged SG marker TIA1 (or HEK-TIA1) [28] were used to perform all sequencing experiments. Both cell lines were grown in DMEM medium at 37°C, 5% CO_2_. To induce oxidative stress, 500 µM sodium arsenite (AS) was added to the medium for 30 min. To recover from stress, medium was exchanged with fresh medium without AS. To inhibit de novo transcription, cells were treated with ActD (0.5 µg/mL; stock solution 1 mg/ml in DMSO) [36], which was kept in the medium throughout the stress recovery time. Note than control cells were treated the same way, i.e. subjected to same medium changes and incubation times without the stress agent.

For immunostaining, U2OS cells were grown directly on coverslips. For imaging, cells were washed twice with PBS, fixed for 15 min with 4% paraformaldehyde at room temperature, and permeabilized using 0.5% saponin. Subsequently, cells were blocked with 1% BSA in PBS for 1 h at RT and incubated with the primary m^6^A antibody (1:200 dilution; Synaptic Systems) for 1 h at RT. After washing with PBS, cells were incubated with AlexaFluor 568-labelled secondary antibody (1:200 dilution) for 1 h at RT and imaged on Leica-TCS-SP5 confocal microscope, on one Z-plane. Images were processed by ImageJ with FIJI plugin.

### Polysome profiling, RNA isolation and RNA-seq library preparation

10–15 million cells were harvested at 850xg and resuspended in 500 µl cell lysis buffer (10 mM Tris-HCl (pH 7.4), 5 mM MgCl_2_, 100 mM KCl, 1% Triton X-100, 2 mM DTT and 100 μg/ml cycloheximide) and subjected immediately to lyses. Cells were shear opened with 26-gauge needle by passing the lysate through it 8-times. It should be noted that cells were not preincubated with cycloheximide to stall elongating ribosomes, known to cause some distortion in the ribosome profiling [53]; cycloheximide is only added post lysis to stabilize ribosome-mRNA complexes in the processing steps. 400 µL of the cell lysate was loaded onto 5-ml sucrose gradient (60% to 15% sucrose) dissolved in polysome buffer (50 mM HEPES-KOH, pH 7.4, 5 mM MgCl_2_, 100 mM KCl, 2 mM cycloheximide, 2 mM DTT) and separated by ultracentrifugation at 148,900xg (Ti55 rotor, Beckman) for 1.5 hours at 4°C.

Polysome fractions were collected and total RNA was extracted from each fraction by adding 0.1 volume of 10% SDS and one volume of acidic phenol-chloroform (5:1, pH 4.5), incubated at 65°C for 5 min, and centrifuged at 21,000xg at 4°C for 5 min to separate different phases. Equal volume of acid phenol-chloroform was added to the aqueous phase, separated by centrifugation and supplemented with an equal volume of chloroform:isoamyl alcohol (24:1). Upon separation, the aqueous phase was supplemented with 0.1 vol 3 M NaOAc (pH 5.5) and an equal volume of isopropanol, precipitated for 3 h at −20°C, RNA was pelleted at 21,000xg at 4°C, and the dried pellets were resuspended in DEPC-H_2_O. The purified RNA was fragmented in alkaline fragmentation buffer (0.5 vol 0.5 M EDTA, 15 vol 100 mM Na_2_CO_3_, 110 vol 100 mM NaHCO_3_) and subjected to cDNA library preparation as described [54].

### Sequencing analysis

Sequenced reads were trimmed by *fastx-toolkit* (0.0.13.2; quality threshold: 20) and first depleted from the adapter sequences using *cutadapt* (1.8.3; minimal overlap: 1 nt). Only reads uniquely mapping to the human reference genome (GRCh38.p13) using STAR [55] (2.5.4b) allowing one mismatch (–outFilterMismatchNmax 1 – outFilterMultimapNmax 1) were considered. From the parsed genome annotation files, we considered the longest isoform for genes containing more than one transcript isoform. Mapped reads were normalized as reads per kilobase per million mapped reads (RPKM).

CLIP-seq and m^6^A-seq were downloaded from [14] and used to determine the SG clients and methylated mRNAs, respectively. The analyses were performed as described earlier [14]. Each sequencing set consist of two libraries, i.e. RNAs immunoprecipitated with m^6^A-antibody (IP sample) and total RNA before subjected to immunoprecipitation (input sample). Briefly, for each transcript in the IP sample the peak over median (POM) was determined using a sliding window of 50 nt (with a 25-nt overlap). The POM is calculated by dividing the mean coverage within the sliding window by the median coverage across the entire transcript. Windows with a POM score higher than three and minimal mean coverage of ten were retained. The input sample was also subjected to the same POM score analysis. Shared regions between the IP and input samples were discarded as false-positives. For the remaining POM within each window, we calculated the ratio of the scores from the IP sample to the input samples resulting into a peak over input (POI) score. DRACH motifs were predicted using HOMER algorithm [56]. POIs detected only within DARCH motifs were selected. Transcripts containing minimum one methylated DRACH motif, i.e. minimum one POI within a DRACH motif, were considered as methylated and counted to the group of methylated transcripts. All other transcripts, with no POI within a DRACH motif, were considered as non-methylated.

The PARS data sets were downloaded and analysed as described [38]. Briefly, each data set contains two libraries produced from the same total RNA, i.e. one treated with RNase V1 which cleaves double-stranded RNAs and the other with nuclease S1 which recognizes single-stranded regions. Trimmed reads were uniquely aligned to the human reference transcriptome (ENSEMBLE GRCh38.p13) using Bowtie (1.2.2) allowing one mismatch. Reads were normalized to the size of the corresponding libraries as reads per million (RPM). The PARS score is computed as described [57], which is defined as the log_2_ ratio of the normalized reads (RPM) from the RNase V1-treated and the S1 nuclease-treated samples.

## Supplementary Material

Supplemental Material Click here for additional data file.

Supplemental Material Click here for additional data file.

## Data Availability

RNA-seq of mRNAs engaged in the polysomes, that were generated in this study, are deposited in the Gene Expression Omnibus (GEO) under the accession number GSE189099. PAR-CLIP and m^6^A-Seq data sets were downloaded from the BioSample data base under accession number SRP121376. PARS data set was downloaded from GEO repository under the accession number GSE70485.

# Supplementary material for: mRNAs sequestered in stress granules recover nearly completely for translation
**Source:** RNA Biol. 2022 Jul 7;19(1):877–84. doi: 10.1080/15476286.2022.2094137
**Supplement:** Supplemental Material

**Supplementary Information**

**mRNAs sequestered in stress granules recover nearly completely for translation**

Sarada Das^a^, Leonardo Santos^a^, Antonio Virgilio Failla^b^, Zoya Ignatova^a^*

**
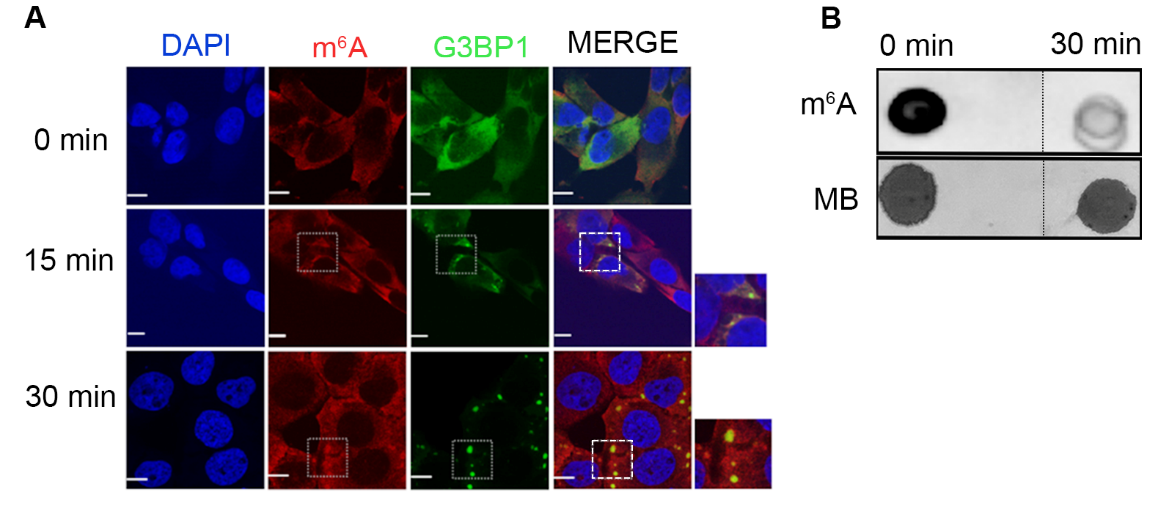
**

**Figure S1. SGs readily form in U2OS-G3BP1 cells in response to oxidative stress.** (A) Time course of SG formation of U2OS-G3BP1-GFP cells exposed to 500 µM AS monitored by confocal microscopy. Already at 15 min a thin rim of m^6^A signal around the G3BP1-positive SG foci was detectable, which increased at 30 min. SGs were visualized through the scaffolding G3BP1–GFP protein (green), m^6^A-modified mRNAs with m^6^A antibody (red); nuclei were counterstained with DAPI (blue). Insets on the left, zoomed in area depicted on the merged image (dashed-line white squares). Scale bar, 10 µm. (B) The m^6^A signal decreased in SGs isolated from HEK293-TIA1-GFP cells 30 min post-exposure to 500 µM AS, suggesting a decrease of the m^6^A-modified mRNAs in SGs. Zero time point denotes the medium exchange and withdrawal of AS. MB, methylene blue staining of the total mRNA. Thin vertical lanes denote excised samples unrelated to this experiment.

**
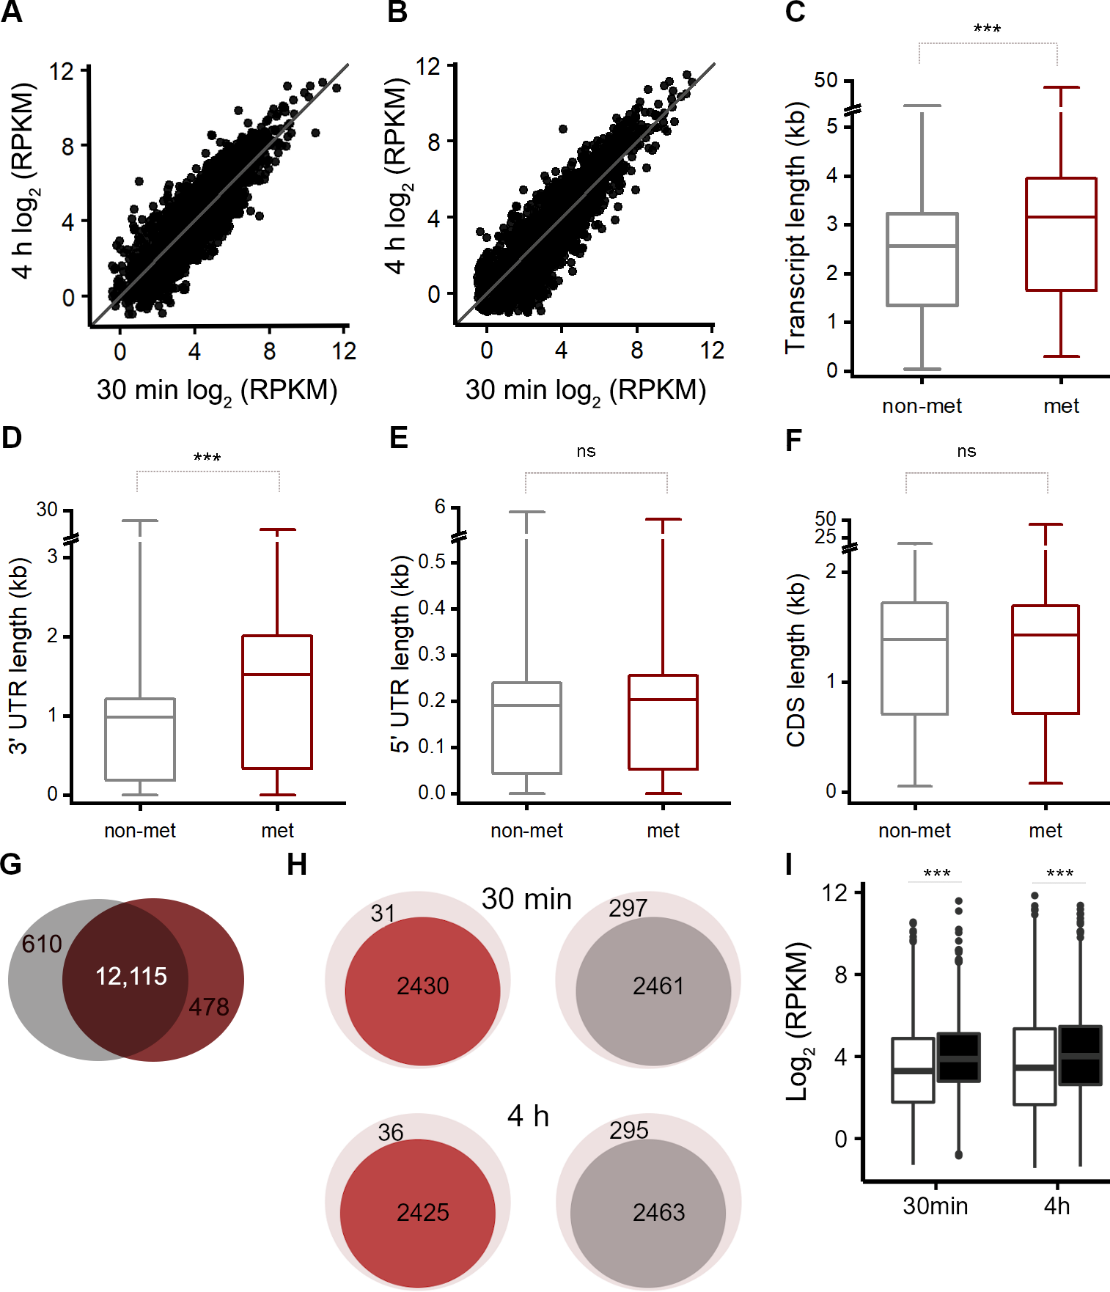
**

**Figure S2. mRNAs abundance analysis of translated mRNAs during stress recovery.** (A, B) Scatter plot comparing the abundance of translated mRNAs in HEK-TIA1 cells at 30 min vs 4 h following stress relief. The abundance (RPKM) is determined by RNA-seq. The identified mRNAs were separated based on their methylation status in SG, i.e. m^6^A-modified (A) and non-methylated (B) transcripts. (C-F) Box plots comparing sequence features of non-methylated (non-met) and methylated (met) mRNAs (A, B), e.g. whole transcript length (C), 3’UTRs (D), 5’UTRs (E) and CDC (F). **, *p* > 0.01; ***, *p* > 0.001; ns, non-significant (Student’s *t* test). (G) Venn diagram of translating mRNAs identified at 30 min (gray) and 4h (red) of HEK-TIA1 treated with ActD during stress relief. The abundance (RPKM) is determined by RNA-seq. (H) Translating mRNAs at two time points following ActD treatment and stress relief (darker colors) whose identities overlap with m^6^A-modified mRNAs in SGs (red) and non-methylated mRNAs in SGs (grey) (I) Boxplot of the abundance (RPKM) of translated mRNAs in HEK-TIA1 treated with ActD. mRNAs are separated based on their methylation status in SG, i.e. m^6^A-modified (black) and non-methylated (white) mRNA. p = 3.07x10^-23^ and p = 2.23x10^-16^; Mann–Whitney test between methylated and non-methylated mRNAs at 30 min and 4 h, respectively.

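Across the 12251 genes listed at both 30 min and 4 h without ActD, Pearson's r of log2(RPKM + 1) was 0.874 and Spearman's rho of RPKM was 0.863. These are correlations across genes, which are not independent replicates, and all 6 pairs of the 4 libraries were compared. Libraries at the same relief time were closer to each other than libraries at different times. Pearson's r was 0.957 between the libraries without and with ActD at 30 min and 0.951 at 4 h, against 0.910 between 30 min and 4 h with ActD. With a minimum of 1 RPKM in both libraries, r between 30 min and 4 h without ActD was 0.862. Of 12443 genes with a mean of at least 1 RPKM, 271 were at least 4-fold higher at 4 h than at 30 min and 239 were at least 4-fold lower, relative to the median gene and on the log2(RPKM + 1) scale. Without centring, 210 genes were higher and 297 lower, so the share of higher genes was 41.4% in place of 53.1%. Among genes listed at both time points with a mean of at least 10 RPKM, HSPA6 and HMOX1 had the largest rises. HSPA6 went from 1.47 RPKM, on 2 reads, to 59.0 RPKM, and its reads are uncertain because it has close paralogs. HMOX1 went from 16.7 to 398 RPKM. C14orf28, one of the 3 largest falls, went from 49.5 to 3.18 RPKM. With ActD it had 11.8 RPKM at 30 min and 11.0 RPKM at 4 h. The high value was thus peculiar to the 30 min library without ActD, the shallowest, and cannot be assigned to time. The division of the plotted mRNAs by methylation was not analysed here.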

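With ActD, 13069 genes were listed at both 30 min and 4 h, 553 only at 30 min and 510 only at 4 h. The shared genes were 95.9% of those listed at 30 min and 96.2% of those listed at 4 h. When only genes that were also listed without ActD at the same relief time were counted, 12115 genes were listed at both times, 610 only at 30 min and 478 only at 4 h. From 30 min to 4 h with ActD, 56 of 12334 genes with a mean of at least 1 RPKM were at least 4-fold higher and 86 at least 4-fold lower, relative to the median gene.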

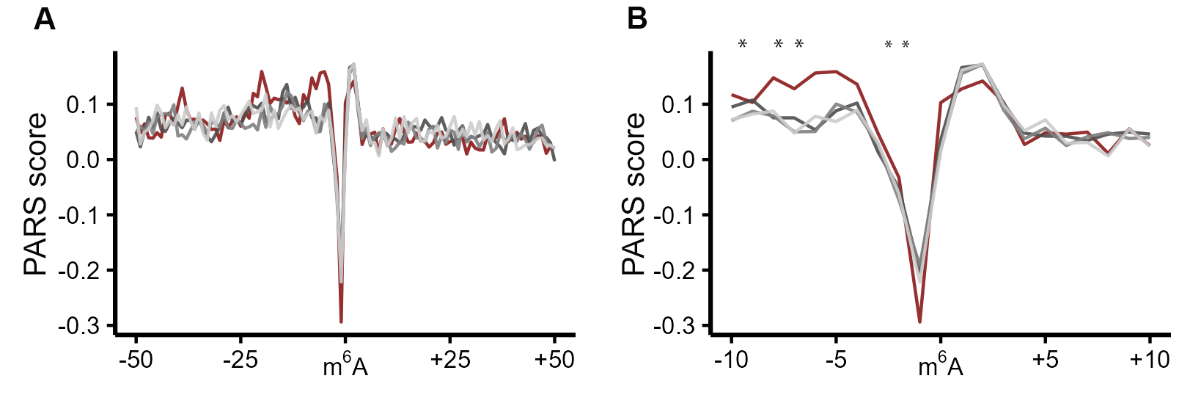

**Figure S3. Sequences in immediate proximity of the m^6^A exhibit higher structure propensity.** (A) Aggregated PARS score plotted as centered at the m^6^A including 50 nt up- and downstream of the m^6^A site. Since in the whole cellular transcriptome the m^6^A-modified mRNA set (red) was much smaller than the non-modified mRNAs, the latter was randomly split into three groups of a similar size (three shades of gray) to the m^6^A-modified ones. (B) Zoom into 10-nt window up- and downstream of the m^6^A site. Color code as in panel A.*, p < 0.05, Mann-Whitney test.

# Supplementary material for: mRNAs sequestered in stress granules recover nearly completely for translation
**Source:** RNA Biol. 2022 Jul 7;19(1):877–84. doi: 10.1080/15476286.2022.2094137
**Supplement:** Supplemental Material

## Supplementary Information

### mRNAs sequestered in stress granules recover nearly completely for translation

Sarada Das<sup>a</sup>, Leonardo Santos<sup>a</sup>, Antonio Virgilio Failla<sup>b</sup>, Zoya Ignatova<sup>a\*</sup>

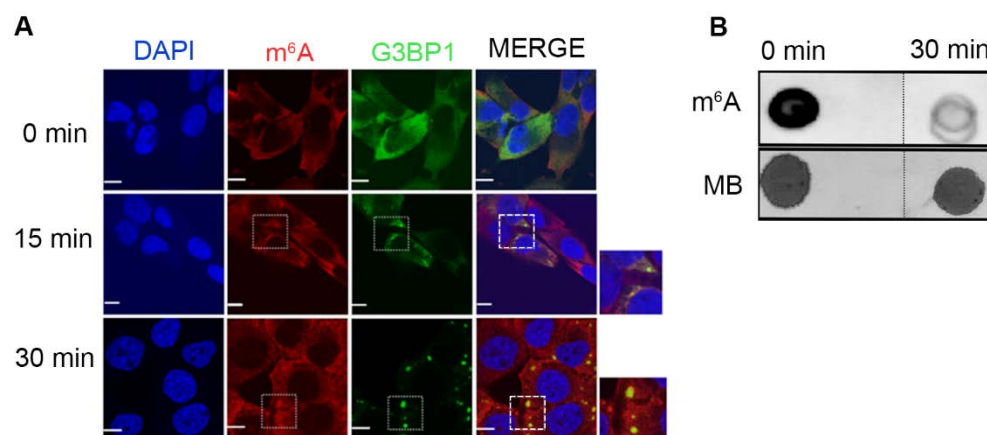

**Figure S1. SGs readily form in U2OS-G3BP1 cells in response to oxidative stress.** (A) Time course of SG formation of U2OS-G3BP1-GFP cells exposed to 500  $\mu$ M AS monitored by confocal microscopy. Already at 15 min a thin rim of m<sup>6</sup>A signal around the G3BP1-positive SG foci was detectable, which increased at 30 min. SGs were visualized through the scaffolding G3BP1–GFP protein (green), m<sup>6</sup>A-modified mRNAs with m<sup>6</sup>A antibody (red); nuclei were counterstained with DAPI (blue). Insets on the left, zoomed in area depicted on the merged image (dashed-line white squares). Scale bar, 10  $\mu$ m. (B) The m<sup>6</sup>A signal decreased in SGs isolated from HEK293-TIA1-GFP cells 30 min post-exposure to 500  $\mu$ M AS, suggesting a decrease of the m<sup>6</sup>A-modified mRNAs in SGs. Zero time point denotes the medium exchange and withdrawal of AS. MB, methylene blue staining of the total mRNA. Thin vertical lanes denote excised samples unrelated to this experiment.

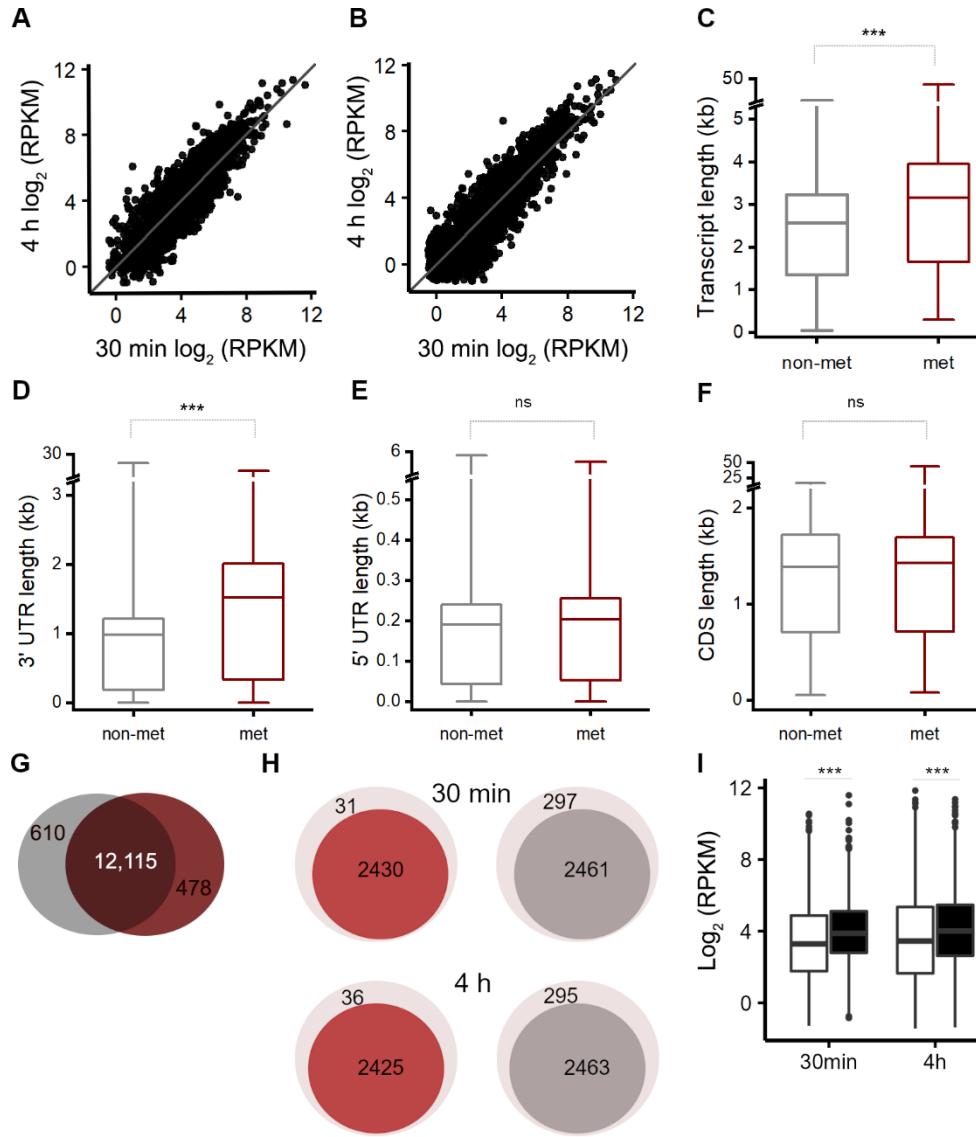

**Figure S2. mRNAs abundance analysis of translated mRNAs during stress recovery.** (A, B) Scatter plot comparing the abundance of translated mRNAs in HEK-TIA1 cells at 30 min vs 4 h following stress relief. The abundance (RPKM) is determined by RNA-seq. The identified mRNAs were separated based on their methylation status in SG, i.e.  $m^6A$ -modified (A) and non-methylated (B) transcripts. (C-F) Box plots comparing sequence features of non-methylated (non-met) and methylated (met) mRNAs (A, B), e.g. whole transcript length (C), 3'UTRs (D), 5'UTRs (E) and CDS (F). \*\*,  $p > 0.01$ ; \*\*\*,  $p > 0.001$ ; ns, non-significant (Student's  $t$  test). (G) Venn diagram of translating mRNAs identified at 30 min (gray) and 4h (red) of HEK-TIA1 treated with ActD during stress relief. The abundance (RPKM) is determined by RNA-seq. (H) Translating mRNAs at two time points following ActD treatment and stress relief (darker colors) whose identities overlap with  $m^6A$ -modified mRNAs in SGs (red) and non-methylated mRNAs in SGs (grey) (I) Boxplot of the abundance (RPKM) of translated mRNAs in HEK-TIA1 treated with ActD. mRNAs are separated based on their methylation status in SG, i.e.  $m^6A$ -modified (black) and non-methylated (white) mRNA.  $p = 3.07 \times 10^{-23}$  and  $p = 2.23 \times 10^{-16}$ ; Mann-Whitney test between methylated and non-methylated mRNAs at 30 min and 4 h, respectively.

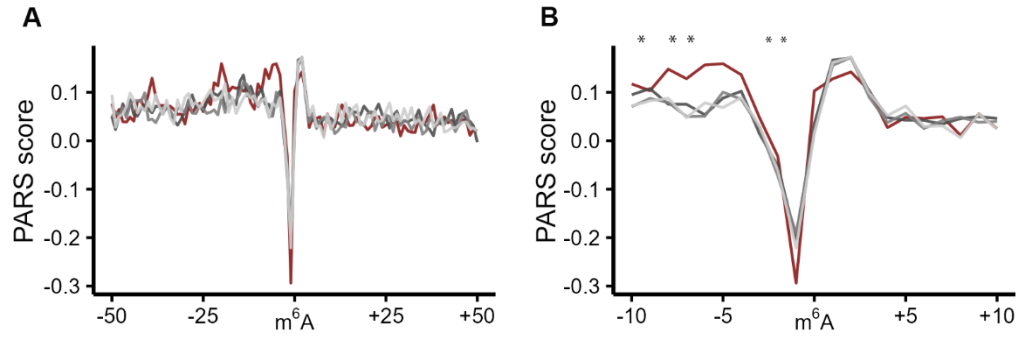

**Figure S3. Sequences in immediate proximity of the m<sup>6</sup>A exhibit higher structure propensity.** (A) Aggregated PARS score plotted as centered at the m<sup>6</sup>A including 50 nt up- and downstream of the m<sup>6</sup>A site. Since in the whole cellular transcriptome the m<sup>6</sup>A-modified mRNA set (red) was much smaller than the non-modified mRNAs, the latter was randomly split into three groups of a similar size (three shades of gray) to the m<sup>6</sup>A-modified ones. (B) Zoom into 10-nt window up- and downstream of the m<sup>6</sup>A site. Color code as in panel A. \*,  $p < 0.05$ , Mann-Whitney test.

How the deposited data were processed for this re-analysis (not part of the article)

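RNA from the translating fraction of HEK-TIA1 cells was sequenced in 4 conditions. These were 30 min and 4 h of relief after 500 µM arsenite for 30 min, each without and with 0.5 µg/ml ActD during relief. The paper describes pooled monosomal and polysomal fractions for the samples without ActD. For those with ActD it names the polysomes and does not mention pooling. There was 1 library per condition. The conditions were taken from the sample labels and the paper. No test between conditions is possible with 1 library each, so the values describe these libraries, and no p-value was computed.

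The authors trimmed the reads with fastx-toolkit, removed adapters with cutadapt, mapped reads uniquely to GRCh38.p13 with STAR, took the longest isoform per gene and deposited RPKM values per Ensembl gene identifier. The RPKM normalization is the authors' own. The paper's text does not name the annotation release or a minimum for listing a gene. Each library has a sharp lowest value, 0.710, 0.490, 0.411 and 0.370 RPKM (30 min and 4 h without ActD, 30 min and 4 h with ActD), and no value of 0.

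From the deposited RPKM values, whole reads, transcript lengths and library totals were solved for. The totals were 578280, 3536033, 4503507 and 4224771 reads. With a total larger by 1 read, at most 0.530% of the values of any library came out whole. Of the lengths, 90.7% equal the length of a transcript of the same gene in GENCODE release 44, whose GC content was then used, and 99.8% of the 14582 genes are in that release. These reads served for intervals and thinning, and no count test was run on them. The 30 min library without ActD is the shallowest, so its low values are the least precise.

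Genes were counted as detected when listed. Changes between libraries were computed as log2(RPKM + 1), over genes with a mean of at least 1 RPKM in the pair, relative to the median gene, and counted at a 4-fold threshold. Gene lists (heat shock, immediate early, ATF4 and NRF2 targets, metallothioneins, m6A factors, SG proteins, mitochondrial mRNAs, ribosomal proteins and histones) were compared with 10000 random lists of the same size drawn within 20 bins of mean expression. Alternatives were another pseudocount (0.1), other minima (0.5, 1 and 5 RPKM), no centring, a 2-fold threshold, protein-coding genes only, genes listed in all 4 libraries, and for correlations absent genes at 0. They were set before the data were examined, except a common minimum for all libraries and a minimum of 10 reads' worth of mean RPKM, which were chosen after seeing the data. Named genes are those the paper names, list members, the 3 largest rises and falls from 30 min to 4 h without ActD and between libraries without and with ActD at 4 h (mean of at least 10 RPKM), the 3 most abundant per library, and the 3 most abundant listed in only one library of a pair.

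The calculations were tested on simulated data. All 4 simulated totals were found. Of simulated 8-fold changes, 83.8% of 191 genes between 30 min and 4 h without ActD and 89.2% of 185 genes with ActD were counted as at least 4-fold, and 29 of 10871 and 0 of 10980 unchanged genes were. The simulated libraries varied by read sampling only and had no listing minimum. They held only genes listed at 4 h without ActD whose length matched the annotation. The counts of unchanged genes are therefore no false-call rate for the real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0 were used. The identities of methylated and non-methylated SG mRNAs, the imaging and the PARS data were not analysed here.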

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

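The tests of GC content and length and of the median gene before centring in this part were chosen only after the result was seen, and the others were written down before their own results, although the patterns were found in the same libraries.

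Heat shock genes and ATF4 targets moved in opposite directions without and with ActD. The median centred log2 change from 30 min to 4 h was 1.51 without ActD and -0.10 with ActD for heat shock genes, and 1.32 and -0.57 for ATF4 targets. With 1 library per condition the difference was not tested. With no filter on low values the median of the heat shock genes with ActD was 0.02, so for that list the opposite sign depends on the filter. A lower depth at 30 min without ActD does not account for the difference: with the 30 min ActD library thinned to that depth, the change without ActD exceeded the change with ActD by a median of 2.31 for ATF4 targets and 1.49 for heat shock genes, against 2.29 and 1.64 unthinned. Leaving out the 100 genes with the most reads, which held 12.3% of all reads, gave 2.29 and 1.64, but changes relative to the median gene hardly depend on those genes, so this is no test of them. A few genes taking more reads would shift all other genes alike, and before centring the median gene had a difference of -0.074, so this does not account for the pattern. GC content and length do not account for the difference: relative to genes in the same of 25 bins of both, it was 2.62 for 13 ATF4 targets and 1.78 for 14 heat shock genes. Only an effect of equal size in both ActD libraries cancels in this difference. The paper mentions pooled monosomes and polysomes without ActD, and for the samples with ActD it names only polysomes. Whether such a difference in fractions acted alike at both relief times was not tested. The other lists had differences of 1.60 (immediate early genes, percentile 100), 3.10 (metallothioneins, 3 genes, percentile 99.995), 1.02 (NRF2 targets, percentile 99.98), 0.53 (m6A factors, percentile 98.3), 0.13 (mitochondrial mRNAs, percentile 93.2), 0.03 (SG proteins, percentile 56.6), -0.05 (histones, percentile 73.8) and -0.47 (ribosomal proteins, percentile 0), so differences were not limited to stress-induced genes. ATF4 targets lay outside the central 95% of random lists both without and with ActD, in pairs that share no library. The random lists were drawn gene by gene, which takes no account of list members that vary together. Immediate early genes, SG proteins (percentiles 1.32 and 0.67), mitochondrial mRNAs and histones (100 and 99.92) also lay outside in both pairs. NRF2 targets and m6A factors lay inside in both, and the other lists outside in a single pair. A deviation of a single library is thus not excluded for ATF4 targets. Heat shock genes with ActD lay inside the central 95%, so for them it also remains. Different deviations of 2 libraries were not tested. New transcription during relief, blocked by ActD, is a hypothesis, found in these libraries and without a replicate.

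At 4 h with ActD, 3 genes that were unlisted in both 30 min libraries exceeded 100 RPKM: KRTAP23-1 with 188 RPKM (168 reads), FAM86B2 with 160 RPKM (855 reads) and FABP1 with 120 RPKM (253 reads). The paper does not discuss these genes. Without ActD at 4 h they had 28.1, 18.3 and 14.1 RPKM. Exons of another annotated gene overlap 1 of the 3 genes, FAM86B2, and a near-identical copy (at least 50 nt at 95% identity) in another gene exists for 1 of the 3, again FAM86B2. For FAM86B2 the value cannot be told apart from reads of overlapping or near-identical sequence. For KRTAP23-1 and FABP1 neither explanation applies. Contamination was not tested, and no biological explanation was tested.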

How the results depend on the processing

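Of 326 values under alternative settings, 249 stayed the same by the criteria used, which were within 1.5 times for counts within the 95% interval for medians, correlations and shares, and for gene lists the same direction and the same side of the central 95% of random lists. The alternatives were set before the data were examined, apart from the common minimum and the minimum of 10 reads' worth, which were chosen after seeing the data. The counts of listed and shared genes stayed within 1.5 times under every alternative tried, from 11901 to 13576 listed genes. At 5 RPKM, 9415 genes remained at 30 min without ActD and 8719 at 4 h with ActD. None of the alternatives for these counts went above 1 RPKM, so staying within 1.5 times says little about stability. For the 30 min library without ActD, 2 of these alternatives (minima of 0.5 and 0.710 RPKM) lie at or below its lowest value, could not move its count and show no stability. For counts of genes in only one library of a pair, for Spearman's rho and for redetection shares, 23 values moved and 41 did not, of which 12 are shares in the highest decile that stayed at 100% and show no stability. The identifiers are already genes, so counting unique genes cannot move a count. Scaling to spike-in standards was not run. No paired analysis was possible because each condition has 1 library. Unless said otherwise, the cause was not tested.

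The median log2 RPKM moved with the genes included. With a minimum of 1 RPKM it was 3.49, 3.55, 3.48 and 3.46 (30 min and 4 h without ActD, 30 min and 4 h with ActD), and over genes listed in all 4 libraries 3.61, 3.49, 3.53 and 3.46. Pearson's r between 30 min and 4 h without ActD was 0.867 with pseudocount 0.1, 0.880 with absent genes at 0 and 0.862 with a minimum of 1 RPKM. With ActD it was 0.918 with absent genes at 0 and 0.890 with that minimum. Without against with ActD it was 0.947 at 30 min and 0.946 at 4 h with pseudocount 0.1, 0.947 and 0.954 with absent genes at 0, and 0.944 at 4 h with the minimum of 1 RPKM.

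The main counts of 4-fold changes, higher and lower, were 271 and 239 without ActD, 56 and 86 with ActD, 47 and 52 with ActD at 30 min, and 17 and 66 with ActD at 4 h. With pseudocount 0.1, 375 genes were higher and 600 lower at 4 h without ActD, 108 higher and 225 lower at 4 h with ActD, 118 higher and 206 lower with ActD at 30 min, and 65 higher and 128 lower with ActD at 4 h. With a mean of at least 5 RPKM, 145 genes were higher and 152 lower at 4 h without ActD, 1 was higher and 20 lower with ActD at 30 min, and 9 were higher with ActD at 4 h. With a mean worth at least 10 reads at 30 min, 113 were higher and 97 lower at 4 h without ActD, 34 higher at 4 h with ActD, 1 higher and 5 lower with ActD at 30 min, and 7 higher with ActD at 4 h. With the common minimum of 0.710 RPKM, 81 were lower with ActD at 30 min. At a 2-fold threshold, 1685 were higher and 1602 lower at 4 h without ActD, 1258 and 1208 with ActD, 229 and 524 with ActD at 30 min, and 251 and 697 with ActD at 4 h.

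Among gene lists, the change with ActD reversed for heat shock genes with no filter (0.017). The change without ActD reversed for m6A factors without centring (-0.052) and with a mean worth at least 10 reads (-0.031). The difference between the changes without and with ActD reversed for SG proteins under the same settings (-0.047 and -0.0011) and for histones with no filter (0.040). Without centring every gene shifts alike and the percentiles stay, so only the sign changes. With a mean worth at least 10 reads, the difference for mitochondrial mRNAs moved outside the central 95% of random lists (0.30), and the change of ribosomal proteins with ActD moved inside it (0.86). With pseudocount 0.1 the change of metallothioneins with ActD moved outside it (1.52).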

Differences from the paper's values

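No value differed from the paper's by more than 1.5 times with all listed genes. Smaller differences remain. The paper's text gives 13207 transcripts at 30 min, where 13270 genes are listed, and none of the alternatives set before the data were examined gave the paper's number; protein-coding genes only gave 13225. At 4 h both numbers are 12828. With ActD the paper gives 12725 transcripts at 30 min and 12593 at 4 h, where 13622 and 13579 genes are listed. Those alternatives gave 13366 and 13160 genes (minimum of 0.5 RPKM), 12420 and 12132 (1 RPKM) and 13576 and 13530 (protein-coding only). The number of genes listed both without and with ActD at the same time is 12725 at 30 min and 12593 at 4 h, which are the paper's numbers. The overlap of the time points with ActD is about 12000 transcripts in Fig. S2G, with about 610 only at 30 min and about 480 only at 4 h, read by eye. All listed genes gave 13069, 553 and 510, and the genes also listed without ActD gave 12115, 610 and 478. This last restriction was chosen after seeing the values.

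The paper states that the same transcripts were identified with ActD. Here 897 genes at 30 min and 986 at 4 h were listed only with ActD, and 545 and 235 only without. With a minimum of 1 RPKM, 439 and 586 genes were listed only with ActD, and 828 and 355 only without. Which side was larger at 30 min thus depended on the minimum.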

Other observations

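The tests of the listing minimum, of read depth for the first 2 patterns, of read sampling, of GC content, of 1 and 5 RPKM in both libraries and of 20 bins of abundance in this part were chosen only after the result was seen. The tests of read number on short transcripts, of quintiles of abundance and of depth and minimum for listing by length were written down before their results.

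More genes were listed at 30 min (13270) than at 4 h (12828) without ActD, although the 30 min library is the shallowest. At 4 h, 12381 genes reach the minimum of the 30 min library, and after thinning the 4 h reads to the 30 min depth with that minimum a median of 12042 genes were listed over 10 draws. Both comparisons can only remove genes, because the minimum is the higher one and the reads of unlisted genes, 1487 after thinning, are not assigned to genes. They test nothing. With 1 RPKM in both libraries, 12809 genes remained at 30 min and 11901 at 4 h, so the different minima do not account for the pattern. With 5 RPKM in both, 9415 genes remained at 30 min and a median of 8657 at 4 h after thinning (8618 to 8699), so depth does not account for it among those genes, while below 5 RPKM the pattern cannot be told apart from depth. From 20 RPKM the order was the reverse (4026 and 4075). With ActD, where the totals were close (4503507 and 4224771 reads), the order was the same at 1 RPKM (12420 and 12132). It was also the reverse at 20 RPKM (3911 and 3975). The pair with ActD does not test the depth of the 30 min library without ActD. The difference between the time points has no replicate.

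More genes changed at least 4-fold from 30 min to 4 h without ActD (510) than with ActD (142). With the 30 min ActD library thinned to the depth of the 30 min library without ActD, a median of 353 genes changed with ActD (343 to 376 over 10 draws). This is more than 142 and fewer than 510, so the pattern is not fully explained by the low depth at 30 min, and how much of it is cannot be told from 1 library. The excess was also there among genes with a mean of at least 5 RPKM (297 against 133) and with a mean worth at least 10 reads at 30 min (210 against 110). Read sampling alone, with both libraries drawn from their pooled proportions, gave a median of 50.5 genes.

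Shorter transcripts rose relative to longer ones from 30 min to 4 h. The rank correlation of the change with length was -0.243 without ActD and -0.420 with ActD, across genes, which are not independent replicates. Between the libraries without and with ActD it was 0.243 at 30 min and 0.005 at 4 h. A rank correlation as large as that without ActD thus also lay between 2 libraries of one relief time, with smaller changes. Median changes between the 30 min libraries went from -0.18 in the shortest quintile of length to 0.13 in the longest. From 30 min to 4 h they went from 0.48 to -0.23 without ActD and from 0.67 to -0.35 with ActD. The pattern still cannot be assigned to time alone. GC content does not account for it, since within quintiles of GC content the correlation lay between -0.469 and -0.311. Nor does a low read number, since among genes whose mean RPKM is worth at least 10 reads at the 30 min depth it was -0.361 without and -0.486 with ActD. RNA fragmentation and differences in gradient collection were not tested, so no biological explanation is offered.

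Short transcripts were listed less often. Of the genes listed in another library, 81.0% in the shortest quintile of length and 95.6% in the longest were listed at 30 min without ActD, against 81.2% and 92.5% at 4 h, 86.5% and 97.7% at 30 min with ActD and 87.9% and 97.1% at 4 h with ActD. The overall gap is thus not peculiar to the shallow library, and its cause in the deeper ones was not tested. In the lowest quintile of abundance in the 30 min ActD library, the gap at 30 min without ActD between longest and shortest transcripts was 26.2 percentage points, and it was 7.71 in the next, while in the upper 2 quintiles all of the shortest and longest transcripts were listed, so those show nothing. Over the 7 of 20 finer bins of abundance that were under 99% listed, the mean gap was 16.8 points, so abundance does not account for it. With ActD at 30 min, the lowest quintile's gap was 22.9 points at the depth and minimum of the 30 min library without ActD. It was 39.4 points with that depth alone and 6.06 points with that minimum alone. In this quintile the pattern thus cannot be told apart from depth. The minimum was applied to the same RPKM values that define the quintile, so the value for the minimum alone cannot decide its part. The pattern bears on the paper's comparison because the paper reports methylated mRNAs as longer and more abundant, and both properties went with being listed. Whether this contributes to the recovery shares of the paper's groups was not analysed here.

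PLK5, one of the 3 largest rises with ActD at 4 h, had 11.0 RPKM at 30 min and 21.9 RPKM at 4 h without ActD, and 0.969 and 228 RPKM with ActD. Immediate early genes had a median change from 30 min to 4 h of -0.26 without ActD and -1.68 with ActD. Metallothioneins, of which 3 of 7 list members were listed, had a median change of 3.85 without and 1.09 with ActD.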
